# Paramutation-like features of multiple natural epialleles in tomato

**DOI:** 10.1186/s12864-018-4590-4

**Published:** 2018-03-20

**Authors:** Quentin Gouil, David C. Baulcombe

**Keywords:** Epigenetics, Paramutation, DNA methylation, Small RNAs, RNA-directed DNA methylation, Hybrids, Introgression lines

## Abstract

**Background:**

Freakish and rare or the tip of the iceberg? Both phrases have been used to refer to paramutation, an epigenetic drive that contravenes Mendel’s first law of segregation. Although its underlying mechanisms are beginning to unravel, its understanding relies only on a few examples that may involve transgenes or artificially generated epialleles.

**Results:**

By using DNA methylation of introgression lines as an indication of past paramutation, we reveal that the paramutation-like properties of the *H06* locus in hybrids of *Solanum lycopersicum* and a range of tomato relatives and cultivars depend on the timing of sRNA production and conform to an RNA-directed mechanism. In addition, by scanning the methylomes of tomato introgression lines for shared regions of differential methylation that are absent in the *S. lycopersicum* parent, we identify thousands of candidate regions for paramutation-like behaviour. The methylation patterns for a subset of these regions segregate with non Mendelian ratios, consistent with secondary paramutation-like interactions to variable extents depending on the locus.

**Conclusion:**

Together these results demonstrate that paramutation-like epigenetic interactions are common for natural epialleles in tomato, but vary in timing and penetrance.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4590-4) contains supplementary material, which is available to authorized users.

## Background

Paramutation is an epigenetic process in plants (including pea, maize, tomato [1]) and animals (worm [2], fruit fly [3], mouse [4]) that is associated with gene silencing. It is unlike other epigenetic mechanisms, however, in that it involves transfer of the silent state from an allele with epigenetic modification to its active homologue. This paramutated allele then becomes silenced and it acquires the ability to silence other active alleles in subsequent generations so that inheritance patterns are non Mendelian [1, 5].

The best characterised examples of paramutation are from maize, at the *b1*, *r1*, and *pl1* loci. Genetic screens have implicated NRPD1 (*rmr6* [6]), the major subunit of Pol IV; the RNA-dependent RNA polymerase RDR2 (*mop1* [7]) and NRPD2a (*mop2 /rmr7* mutants [8, 9]) the shared subunit of Pol IV and Pol V. These proteins are all required for RNA-directed DNA methylation (RdDM) in which DNA methytransferases are guided to the target sequence in the genome by base pairing of small RNAs (sRNAs). RdDM is also associated with paramutation of the *SULFUREA* locus in tomato [10, 11] and trans-chromosomal DNA methylation in *Arabidopsis thaliana* hybrids [12, 13]. Based on these findings the dominant model of paramutation implicates RdDM in the establishment and/or maintenance of the epigenetic mark.

Our interest in paramutation follows from an earlier study of sRNA in tomato lines in which homozygous regions were introgressed from *Solanum pennellii* into *Solanum lycopersicum* (cv. M82) [14]. The resulting introgression lines (ILs) each carry many loci at which sRNAs are more abundant than in either parent: they are transgressive [15]. To explain these findings we invoked epigenetic mechanisms because, in some instances, there was hypermethylation of the genomic DNA corresponding to the sRNA locus.

In this present study we focus initially on one locus, *H06*, at which there is transgressive sRNA and DNA hypermethylation in multiple introgression lines [15]. We were prompted to consider the involvement of a paramutation-like process at *H06* because presence of this epiallele in multiple ILs was not consistent with Mendelian inheritance. The ILs are produced by recurrent backcrossing of the F1 hybrid to the *Solanum lycopersicum* cv. M82 parent so that Mendelian features of the hybrid genome would co-segregate with specific regions of introgressed DNA. At *H06*, however, the segregation must have been independent of any introgressed regions. We could rule out that the anomalous behaviour of *H06* was due to a spontaneous epigenetic change because we could reproducibly recapitulate the transgressive sRNA and DNA hypermethylation at this locus in F2 progeny of the *S. lycopersicum* × *S. pennelli* cross [15].

An alternative explanation of the *H06* epiallele invoked non-Mendelian inheritance due to a hybrid-induced ‘paramutation’ that, once triggered, would be inherited in the recurrent backcross progeny independently of any one region in the *S. pennelli* genome. The genetic and molecular tests presented here are fully consistent with that hypothesis and they indicate further that the timing of *H06* paramutation correlates with the production of sRNAs from the paramutagenic epiallele. We also identify other methylated DNA epialleles in the ILs with paramutation-like properties: they are absent from the parental lines, present in multiple ILs independently of a specific introgressed region from S. pennelli and they transfer their epigenetic mark to a non-methylated allele following backcrossing to M82. Based on the characterisation of these loci we propose that multiple paramutation-like events occur in the progeny of a *S. lycopersicum* cv. M82 × *S. pennellii* cross. These events illustrate how epigenetic effects, of which paramutation is an extreme example, may be induced by hybridisation of divergent genomes. Further characterisation of this epigenetic spectrum will reveal the defining features of paramutation loci and the extent to which hybrid-induced changes to the epigenome can influence transgressive segregation in crop plants and natural evolution.

## Results

### Paramutation at the *H06* locus in multiple lines

The *H06* locus [15] is in the euchromatin of chromosome 8, nine kilobases upstream of two genes in divergent orientation (Fig. 1a). It is unmethylated and lacks small RNAs in M82 but, in IL8–3, it is methylated in all three contexts (CG, CHG and CHH, where H is any nucleotide but G) and produces abundant 24-nt sRNAs (Fig. 1a–c). We refer to this as the *H06*^IL^ epiallele. 

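Small RNAs of whole seedlings were compared between M82 and introgression lines, which are M82 plants that carry a segment of the S. pennellii genome. There were libraries of 2 M82 seedlings and 1 library each of IL1-1, IL2-5 and IL8-3, all from seedlings of 2 weeks. The authors mapped the reads to the Heinz genome SL2.50, clustered them into sRNA loci with ShortStack over all the libraries, and deposited the number of reads counted on each locus without normalization. The table holds 219578 loci with a median length of 126 bp. The counts summed to 4860695 and 2843012 in the M82 libraries, and to 4680913 in IL1-1, 5303281 in IL2-5 and 5688499 in IL8-3, so that the M82 replicate 2 library was the shallowest. From these counts, values scaled to library size (CPM) were computed with edgeR's TMM factors. The lines have no replicate of their own, and the spread given for them is between lines. The table gives no size class for the reads, so values at these loci cover every read length that the authors counted.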

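The interval from 54487325 to 54487842 of chromosome 8 (SL2.50) holds 1 sRNA locus, listed as Cluster_145814, from 54487405 to 54487649. It held 1 read in M82 replicate 1 and 0 in M82 replicate 2, where a count of 0 allows up to 3 counts. In IL8-3 it held 1364 reads, in IL1-1 1185 and in IL2-5 1008. Scaled to library size, the mean was 256.8 CPM in the lines (SD 26.9, n = 3) and 0.101 in M82 (SD 0.143, n = 2). The pooled ratio of lines to M82 was 1913, and with so few M82 reads its 95% exact interval runs from 343.1 to 75580, which covers counting error only. The log2 fold change was 10.65 (standard error 0.71, adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved this value most was DESeq2 with shrunken fold changes, which gave 7.58. With M82 replicate 1, M82 replicate 2, IL2-5 or IL8-3 left out, the adjusted p rose to between 0.1208 and 0.1711 with the same direction. Without M82 replicate 1, which held the only M82 read, the fitted log2 fold change was 13.04, and the counts give at least a 215-fold higher level in the lines at a floor of 3 counts. The paper states from such profiles that the locus lacks small RNAs in M82 and produces them abundantly in IL8-3.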

The homologous locus in *Solanum lycopersicum* cv. Micro-Tom and *Solanum pimpinellifolium* has an epigenetic profile similar to *H06*^IL^ both in terms of DNA methylation and sRNA production (Fig. 1b and c). In *Solanum pennellii*, however, this locus was distinct from the other species in that there was full methylation at CG and CHG but no sRNAs and only partial CHH methylation in the corresponding region (Fig. 1b and c). This finding is different from our previous report in which the *S. pennellii* locus was described as hypomethylated at all three C contexts [15] (in the aerial part of two-week-old seedlings, whereas here we use only the leaf of a two-week-old seedling). The present data are, however, consistent with the previous finding in that the RdDM features of *H06* - mCHH and sRNA - are low or absent in *S. pennellii* seedlings.

**Fig. 1:**
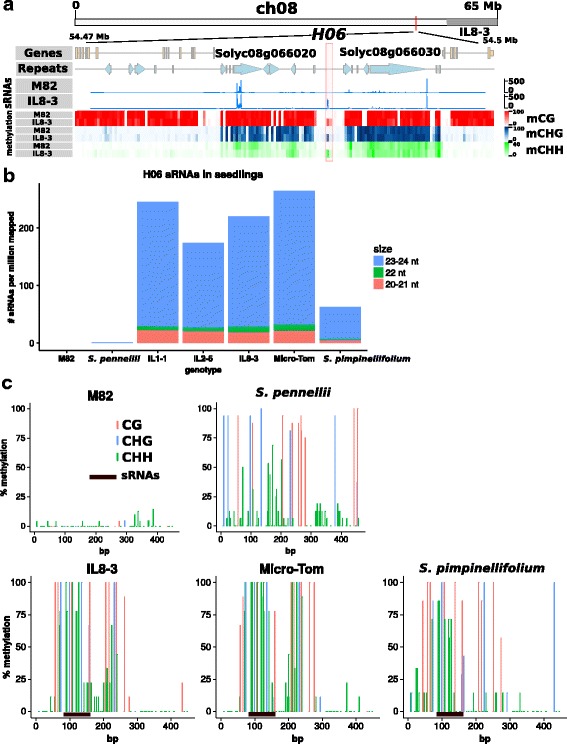
*H06* epialleles. **a** Genomic location of *H06*, sRNAs in M82 and IL8–3 whole seedlings and methylation in seedling leaves. The *H06*^IL^ epiallele in IL8–3 was methylated in the CG, CHG and CHH contexts and the source of abundant sRNAs. Neither DNA methylation nor sRNAs were detected in the *H06*^M82^ epiallele. **b** High sRNA production at *H06* in seedlings of three introgression lines, the Micro-Tom cultivar and the wild relative *S. pimpinellifolium*. **c** *H06* methylation in leaves of M82, *S. pennellii*, IL8–3, Micro-Tom and *S. pimpinellifolium* determined by Sanger bisulfite sequencing (at least 10 independent clones per genotype). Primer sequences are given in Additional file 10, and *H06* sequences in Additional file 11

To find out whether the *H06*^IL^ has properties consistent with paramutation, we crossed M82 × IL8–3 and monitored the DNA methylation in F1 (M82 × IL8–3), F2 and BC1 (M82 × F1) generations. The DNA was extracted from the leaves of 15-day-old plants and it was assayed with McrBC digestion. The first aim of these tests was to establish whether the epigenetic mark could be heritably transferred from *H06*^IL^ to *H06*^M82^ to create an *H06*^IL’^ epiallele. The second aim was to find out whether *H06*^IL’^ could mediate secondary paramutation and transfer its epigenetic mark to *H06*^M82^.

Fourteen of the fifteen F1 plants had highly methylated *H06* DNA in this assay (Fig. 2a) indicating that *H06*^M82^ had been converted to *H06*^IL’^. The level of methylation in the 30 F2 plants derived from highly methylated F1s was always high, showing that *H06*^IL^ and the newly established *H06*^IL’^ are normally stable, thus fulfilling the first criterion of paramutation that the epigenetic mark could be transferred from *H06*^IL^ to *H06*^M82^ to form a stable *H06*^IL’^ epiallele. There was, however, instability of *H06*^IL^ in a single F1 plant and its F2 progeny in which the *H06* DNA was completely unmethylated (Fig. 2a).

**Fig. 2:**
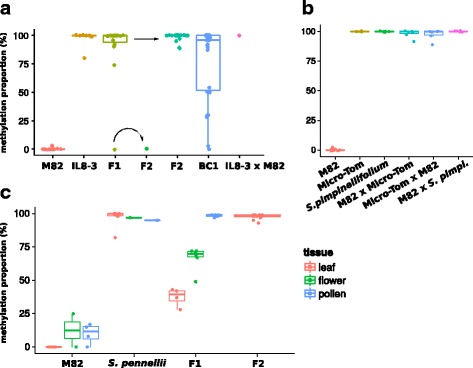
*H06* paramutation assessed by McrBC. McrBC digests methylated DNA, so that comparing amplification of McrBC-treated and non-treated DNA by qPCR reveals the proportion of molecules that were methylated. **a** *H06* McrBC in M82 × IL8–3 seedling leaves. Unmethylated *H06*^M82^ (*n* = 12), crossed with the methylated *H06*^IL^ from IL8–3 (*n* = 7), became methylated in most F1s (14 out of *n* = 15), and remained methylated in the F2 (*n* = 30). Back-crossing the F1 with M82 demonstrated weak paramutagenicity (BC1, *n* = 26, *p*-value = 0.03776, one-sided binomial test). Paramutation also occurred with the IL as the female parent (IL8–3 × M82, *n* = 1). **b** *H06* McrBC in M82 × Micro-Tom and S.pimpinellifolium. F1 seedling leaves are fully methylated (*n* = 6 for each cross), like Micro-Tom and S. pimpinellifolium themselves (*n* = 4 and 5 respectively). (C) *H06* McrBC in M82 × *S. pennellii*. The F1 vegetative tissue was half-methylated (*n* = 4) whereas the F1 pollen and the F2 leaves were fully methylated (*n* = 5 and 11 respectively)

The secondary paramutation criterion was tested in the M82 × F1 backcrossed (BC) progeny. If *H06*^IL^ but not *H06*^IL’^ is paramutagenic then half of the BC1 plants would have fully methylated *H06* DNA and half would have at most 50% methylated DNA. In contrast, if both epialleles were paramutagenic, there would be more than half of the plants with full methylation of *H06* DNA. The data (Fig. 2a) are consistent with secondary paramutation because there was an excess of highly methylated plants (18 highly methylated plants, 8 half-methylated or lower, *p*-value = 0.038, one-sided binomial test). It is likely, however, that some of the *H06*^IL^ or *H06*^IL’^ alleles in the BC1 were unstable and reverted to *H06*^M82^ because five of these BC plants had less than 50% methylated DNA at *H06*.

To investigate the paramutagenic properties of the *H06* allele in Micro-Tom, *S. pimpinellifolium* and *S. pennellii* we made a further series of crosses with M82 and analysed the F1 progeny. With Micro-Tom and *S. pimpinellifolium* the results were as with IL8–3: all of the *H06* alleles were highly methylated in the F1, irrespective of the direction of the cross (Fig. 2b). In contrast, in M82 × *S. pennellii*, about half of the *H06* alleles were methylated in the 15-day leaves (Fig. 2c). This level increased in flowers and, in pollen and 15 d leaves of F2 plants, it was close to 100% (Fig. 2c). From these data we conclude that our various *Solanum* genotypes carried three distinct epialleles at *H06*: *H06*^M82^, the *S. pennellii* allele referred to as *H06*^pen^ and *H06*^IL^. The *H06*^M82^ allele had neither methylation nor sRNAs. 

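In leaves of M82, 2 small RNA libraries from plants of 2 weeks were mapped by the authors, without mismatches, to the M82 and S. pennellii sequences of H06, and the counts of each matching sequence were deposited. Both libraries held 0 reads of any size. The library depths are not in these tables, so the share that a count of 0 allows could not be given.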

*H06*^pen^ had DNA methylation but without the sRNA characteristics of RdDM in leaves of seedlings. This allele triggered an epigenetic change to *H06*^IL^ but only after reproductive development in the F1. 

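The leaf libraries of S. pennellii, made and counted in the same way, held 0 and 1 H06 reads of 23-24 nt. That single read matched both parental sequences. At these counts the S. pennellii and M82 leaves could not be told apart, and 2 libraries against 2 could not reach significance in an exact permutation test.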

The third epiallele - *H06*^IL^ - was present in Micro-Tom and *S. pimpinellifolium* in addition to IL8–3, had both abundant sRNAs and DNA methylation in leaves of seedlings, and it could trigger a paramutation-like change to *H06*^M82^ without any evident lag. The *H06*^IL’^ alleles had the general characteristics of *H06*^IL^ but with incomplete penetrance of its effect on *H06*^M82^.

### *H06* paramutation timing correlates with sRNA production

To further investigate the interaction of *H06*^M82^ with *H06*^pen^, we used allele-specific Sanger bisulfite sequencing of *H06* DNA from leaves and pollen of M82, *S. pennellii* and their F1. Consistent with the McrBC results, the allelic methylation of the F1 in the leaves mirrored that of the parents: low methylation of the M82 allele and high methylation of the *S. pennellii* allele (Fig. 3a) at CG and CHG. In pollen, however, the M82 allele of the F1 became hypermethylated in CG, CHG and CHH contexts (Fig. 3b), whereas pollen in the M82 parent is hypomethylated.

**Fig. 3:**
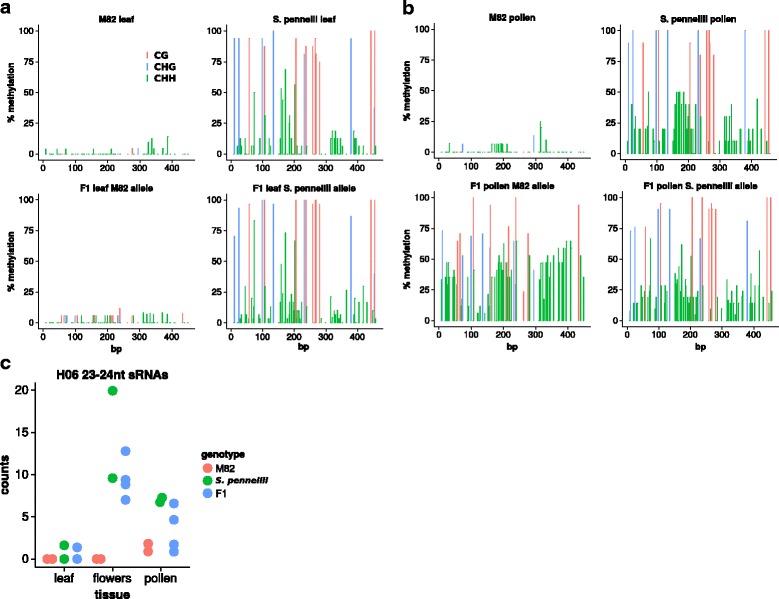
Paramutation in the flowers of the M82 × *S. pennellii* F1. *H06* methylation in leaf (**a**) and pollen (**b**) of M82, *S. pennellii* and the F1. At least 10 independent Sanger bisulfite clones were used for each plot. **c** *H06* sRNAs are produced in *S. pennellii* and F1 flowers, although at low levels (normalised counts in libraries of about 10 million reads). Two M82, two *S. pennellii*, and four F1 libraries for each tissue

This gain of methylation by the M82 allele in the F1 correlated with an increase in sRNA production at *H06* (Fig. 3c). 

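Small RNA libraries were made from leaves of plants of 2 weeks and from flowers and pollen of plants of 2 months. The counts used here come from 4 F1 libraries and 2 M82 libraries of each tissue, from 2 S. pennellii libraries of leaf and of pollen, and from 1 S. pennellii flower library, since the column of the other flower library could not be matched to its sample by name. The authors trimmed the reads, mapped them with Bowtie without mismatches to the H06 sequences of M82 and S. pennellii, and deposited raw counts of each matching sequence. A read that matched both sequences was counted once. Reads of 23-24 nt were kept, as in Fig. 3c, from reads of 15 to 24 nt in the tables. They made up 75.5% of the H06 reads of the F1. The tables give no library depths, and the legend of Fig. 3c gives only an approximate library size, so the values are counts per library and are not normalised, unlike those of Fig. 3c.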

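In F1 leaves, 3 of 4 libraries held 0 H06 reads and the other held 2, a mean of 0.5 (SD 1.0, n = 4). F1 flowers held 9, 4, 8 and 11 reads, a mean of 8.0 (SD 2.94, n = 4). F1 pollen held 10, 21, 4 and 5 reads, a mean of 10.0 (SD 7.79, n = 4). Every flower library and every pollen library held more reads than every leaf library (two-sided exact permutation test with p as 2 times the smaller tail, p = 0.0286 for each comparison, the smallest that 4 libraries against 4 allow, and 0.0429 after Benjamini-Hochberg adjustment over 3 comparisons). Flowers and pollen did not differ beyond the spread between libraries (exact permutation test, p = 0.771). Among the alternatives on this scale, counting reads of all sizes gave the largest difference of means between flowers and leaves, 9.75 reads. From the gain of methylation and these sRNAs, the paper states that methylation of the M82 allele in the F1 correlated with an increase of sRNA production.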

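Flowers of M82 held 0 H06 reads of 23-24 nt in both libraries, and 1 shorter read of 15 nt in each, which matched the S. pennellii sequence alone. The genotype in the column name of the second of these libraries is misprinted by a letter and was read as M82. Pollen of M82 held 1 and 3 reads. The single S. pennellii flower library used here held 19 reads, and the pollen libraries of S. pennellii held 9 and 11. In flowers the F1 exceeded M82 by 8.0 reads on average, with no overlap between the libraries, and the two-sided exact permutation test gave p = 0.133, the smallest that 4 libraries against 2 allow when p is 2 times the smaller tail. Taken from the absolute difference, a choice made after the values were seen, the exact permutation p was 0.0667, again the smallest possible. The S. pennellii flower library lay above every M82 and every F1 flower library. With 1 library it has no replicate, and the smallest p that an exact permutation test allows is 0.667 against M82 and 0.4 against the F1, or 0.333 and 0.2 from the absolute difference.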

The *H06* sRNA levels were highest in flowers of *S. pennelli* and the F1, and very low in M82 leaves, flowers and pollen. These levels were, however, much lower than in IL8–3: in the flowers of *S. pennellii* there were 1–2 reads per million mapped whereas in IL8–3 seedlings there were more than 150.

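In IL8-3 seedlings the H06 locus stood at 239.8 CPM without scaling factors. This value has no replicate, and its denominator is the sum of counts on sRNA loci, not all mapped reads. The flower counts of S. pennellii come without a library depth and were not put on this scale.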

From these data there is a clear correlation of sRNA with the paramutation-like properties of the various *H06* loci. *H06*^M82^ lacks both sRNA and DNA methylation and is paramutable; *H06*^pen^ with low levels of sRNAs triggers a delayed paramutation-like process and *H06*^IL^, at which the sRNA levels are high, mediates a rapid transfer of the epigenetic marks to *H06*^M82^. This correlation of paramutation and sRNA implicates RdDM in the process. Furthermore the changes in both mCHH and sRNA in pollen and flowers suggest that the reproductive phase may be a key developmental stage in the transfer of an epigenetic mark between alleles of *H06*.

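Reads of the F1 were assigned to a parental allele by the sequences that match only 1 of the H06 sequences. In F1 flowers 21 such reads matched the M82 sequence alone and 10 the S. pennellii sequence alone, a share of 67.7% for M82 (95% exact binomial interval 48.6 to 83.3, counting error only). In F1 pollen the counts were 13 and 27, a share of 32.5% (interval 18.6 to 49.1). The 4 flower libraries ranged from 50.0% to 87.5% and the 4 pollen libraries from 19.0% to 60.0%. Without F1 pollen replicate 2, which alone gave 17 of the S. pennellii reads, the pollen share was 47.4%. F1 leaves held 1 such read, which matched the S. pennellii sequence. The shares compare alleles of different sequence and do not correct for how many positions tell them apart. S. pennellii pollen itself had a background of M82 matches. Its library 2 held 3 reads of 23-24 nt that match M82 alone and 7 that match S. pennellii alone. Library 1 held 0 and 8, and the S. pennellii flower library 0 and 19. Reads in F1 pollen that match M82 alone therefore need not come from the M82 allele.

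**Figure D1:**
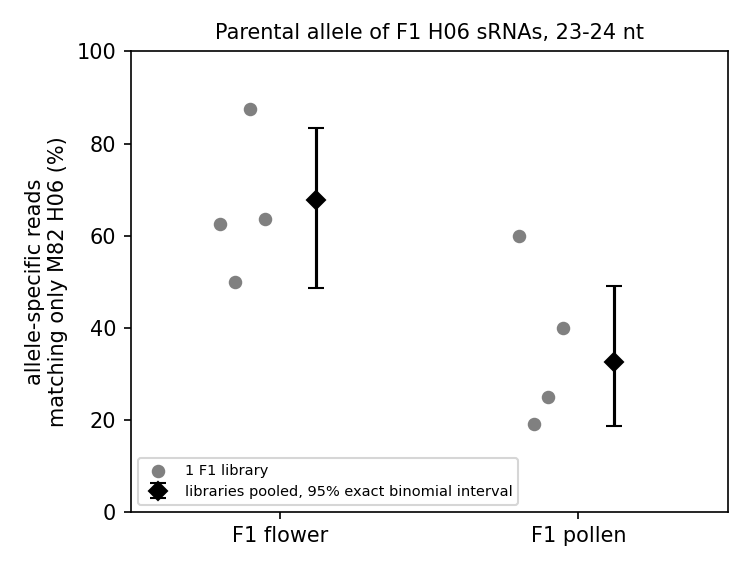
Percent of allele-specific H06 reads of 23-24 nt that match only the M82 sequence, in F1 flowers and pollen. Grey points are single libraries (n = 4 per tissue), and diamonds are the pooled shares with 95% exact binomial intervals. The pooled share is 67.7% in flowers and 32.5% in pollen, and the ranges of single libraries overlap. Pollen of S. pennellii, not shown, also held reads that match only the M82 sequence.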

### De novo methylated *H06* recapitulates paramutation

In principle the association of RdDM with the paramutation-like properties of *H06* could be either a cause or consequence of the transition from *H06*^M82^ to *H06*^IL^. To test the possibility of a causal role of RNA we used virus-induced gene silencing (VIGS) in which an RNA virus is modified to carry a small host genomic sequence insert. Such RNA viruses may direct DNA methylation of the corresponding genomic DNA of the infected plant [16] and we have previously used this approach to recapitulate the silencing of the *sulf* locus in tomato [11].

To test this system at *H06*, we infected unmethylated M82 plants with a Tobacco Rattle Virus (TRV) containing a 500-bp *H06* sequence (TRV-H06, Fig. 4a). Out of 11 successfully infected plants (V_0_ generation) spread across three replicate experiments, only one plant gave rise to methylated progeny (V_1_ generation) (Fig. 4b), with 30% of the plants having high methylation (20/59). None of 6 the control plants infected with unmodified TRV produced methylated progeny (56 tested V_1_ plants) and, with many tens of M82 plants tested over a period of 3 years, we have never observed spontaneous methylation of *H06* DNA. It is likely therefore that the new epiallele (*H06*^VIGS^) was triggered by the TRV-H06 VIGS.

**Fig. 4:**
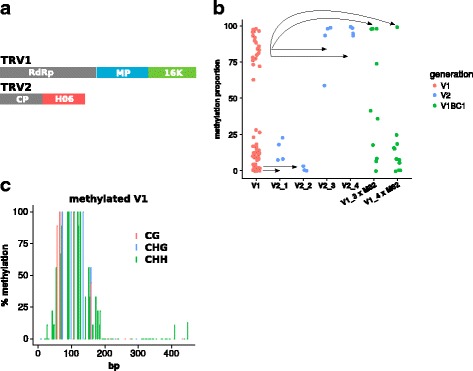
Virus-induced paramutation. **a** Tobacco Rattle Virus modified to contain a 500-bp *H06* fragment. **b** DNA methylation in the progeny of the V_0_ infected plant that gave methylated offspring, assessed by McrBC (*n* = 59 V_1_ plants). V_1_ methylation patterns were stable in the V_2_ generation (*n* = 4, 3, 4 and 4 for V2_1 to V2_4), and exhibited weak paramutagenicity in backcrosses to M82 (V_1_BC_1_, *n* = 10 for both V1_3 × M82 and V1_4 × M82). **c** *H06* methylation of a V_1_ plant assessed by Sanger bisulfite sequencing (9 independent clones)

This new epiallele (*H06*^VIGS^, Fig. 4c) was distinct from *H06*^pen^ and *H06*^IL^ (Fig. 1c) in that the hypermethylation was in a restricted region of 200 bp rather than 500 bp. The *H06*^VIGS^ epialleles were stable in the V_2_ generation (Fig. 4b). We tested whether this new epiallele was paramutagenic by backcrossing V_1_ plants to M82: if *H06*^VIGS^ is inherited as a standard Mendelian locus without paramutation, the BC1 plants would have no more than 50% of methylated *H06* DNA in an McrBC assay; if however *H06*^VIGS^ is paramutagenic, some backcrossed plants would exhibit methylation above 50%. Of 21 BC1 plants, 4 had substantially more than 50% of methylated *H06* DNA (Fig. 4b), and we conclude that *H06*^VIGS^ has weak paramutagenic activity. There were also many plants with less than 50% of methylated *H06* in these BC1 plants that is due, presumably, to instability of *H06*^VIGS^ in the heterozygous condition. The ability to epigenetically modify and confer paramutation properties to *H06* by VIGS indicates that sRNAs could be causal in paramutation. However the low efficiency of VIGS in methylating *H06* precludes definitive conclusions about the mechanism of paramutation.

### Genome-wide ‘paramutation’ in introgression lines?

Is *H06* paramutation an isolated example, or could there be other similar loci in *Solanum* genomes? To address this question we screened the DNA methylome of M82 and three different introgression lines, IL1–1, IL2–5 and IL8–3, in duplicates (summarised in Additional file 1). We reasoned that paramutation loci would be differentially methylated compared to M82 in multiple introgression lines. To identify DMRs with this characteristic we compared methylation counts in CG, CHG and CHH of each introgression lines to M82 in 300-bp sliding windows. Each introgression line had 10,000–30,000 DMRs depending on context (CG, CHG and CHH) as compared to M82 (Fig. 5). Only a subset of these DMRs were shared in all three ILs: around 4600 CG hypermethylated DMRs, 1800 CG hypomethyated DMRs, 3600 CHG hypermethylated DMRs, 1000 CHG hypomethylated DMRs, 262 CHH hypermethylated DMRs and 900 CHH hypomethylated DMRs (Fig. 5 and Additional file 2). Of these DMRs there were 25, including *H06*, that were hypermethylated in all three contexts (Additional file 3). There were also 10 hypomethylated DMRs in all three contexts (Additional file 4).

**Fig. 5:**
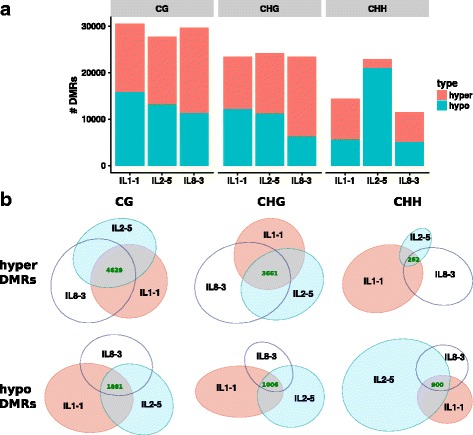
Introgression lines DMRs. **a** Number of DMRs in each introgression line compared to M82 for CG, CHG and CHH contexts. Two plants per genotype. **b** DMR overlap across introgression lines. Hypermethylated DMRs have higher methylation in the introgression lines compared to M82. Area-proportional Venn diagrams

The RdDM model of paramutation suggests that there would be 24-nt sRNAs at the paramutated loci, as is the case for *H06*. Using seedling sRNA libraries from [15], we identified 134 loci upregulated for these sRNAs in the ILs, and 68 down-regulated (Fig. 6a and b). 

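Counts of the 5 seedling libraries were compared as 2 M82 libraries against 3 lines taken as replicates of an IL group. Of all loci, 62065 passed edgeR's filter on low counts. At an adjusted p under 0.05 by the quasi-likelihood test, 2 loci were higher in the ILs and 2 were lower, while 3031 and 3403 loci had an unadjusted p under 0.05. The numbers depended on the test. DESeq2 with shrunken fold changes called 155 loci higher and 73 lower, and edgeR's likelihood ratio test called 291 and 315. On counts simulated from the same means and library sizes for 62065 loci, with 200 of them changed, the quasi-likelihood test called 149 of the changed loci and 9 unchanged ones. The simulated spread followed the fitted trend and did not vary further between loci. The simulation therefore does not give the power of the test on the real counts. The pair of higher loci were those at H06 and Hyper1. The lower ones were Cluster_63654 (chromosome 3, 65530702 to 65530766, SL2.50), with 104 and 69 reads in M82 and 1, 0 and 0 in IL1-1, IL2-5 and IL8-3, and Cluster_40710 (chromosome 2, 44990293 to 44990343), with 103 and 62 reads in M82 and 0, 1 and 1 in the lines. Their log2 fold changes were -7.89 (standard error 0.68, adjusted p = 0.046) and -7.04 (standard error 0.57, adjusted p = 0.0363) by the same quasi-likelihood test with Benjamini-Hochberg adjustment. The pooled ratio of M82 to lines was 321.7 for the first (95% exact interval 56.98 to 12780) and 153.4 for the second (41.8 to 1277). Without any one of the 5 libraries neither lower locus kept an adjusted p under 0.05. The log2 fold change of Cluster_63654 then ran from -9.69 to -7.33 and that of Cluster_40710 from -7.41 to -6.58. The lowest value for Cluster_63654 was without IL1-1, which held its only read in the lines, and the counts then give at least a 75.1-fold lower level in the lines at a floor of 3 pooled counts. Cluster_40710 lies in the region introgressed in IL2-5.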

Of the 134 upregulated sRNA loci, 9 overlapped hypermethylated DMRs and 3 overlapped hypomethylated DMRs. In addition to *H06*, one other locus (ch12:62124801–62,125,100, referred to as Hyper1) had increased sRNAs and hypermethylation in all three contexts in the introgression lines (Additional file 5: Figure S1). This locus and the other hypermethylated DMRs that overlap differential sRNAs are prime candidates for paramutation that would follow the same pattern as *H06*.

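The loci called higher in the ILs were set against the 25 regions that the paper lists as hypermethylated in all 3 contexts. Of the 62065 loci tested, 7 overlapped such a region by at least 1 bp, and both higher loci, Cluster_145814 at H06 and Cluster_215987 at Hyper1, were among them (Fisher's exact test, p = 1.09e-08). Among the 155 higher loci of DESeq2 with shrunken fold changes the overlap was again 2. When the overlap had to cover at least 50% of the methylated region, 1 of the loci remained, Cluster_215987. Of the tested loci, 3 overlapped the 10 regions hypomethylated in all contexts, and neither of the loci called lower was among them. One of the lower loci, Cluster_63654, nevertheless lies 34 bases from 1 of these regions and 201 bases from another. No locus with an adjusted p from DESeq2 overlapped those regions, so its lower loci could not be set against them. The regions were drawn by the study from plants of the same lines. The paper identifies Hyper1 from this overlap of increased sRNAs and hypermethylation.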

**Fig. 6:**
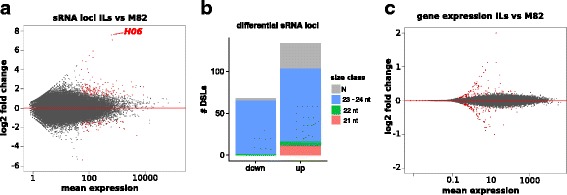
Differential sRNA and gene expression in the introgression lines. **a** Differential analysis of sRNAs between M82 (two plants) and IL1–1/IL2–5/IL8–3 seedlings (one plant per genotype). Data from [15]. **b** Classification of differential sRNA loci by ShortStack. **c** Differential gene expression between M82 (*n* = 40) and IL1–1/IL2–5/IL8–3 seedlings (*n* = 30). Data from [17]. sRNA loci and gene that are differentially expressed (p-adj < 0.05) are coloured in red

DMRs can be associated with differences in gene expression, so we performed differential expression analysis between M82 and the three ILs under scrutiny with data from [17]. In this data set for seedlings grown in sun and shade, we found 124 genes that were upregulated in ILs compared to M82, and 108 that were downregulated (Fig. 6c). The reported log2 fold changes of the differentially expressed genes were modest, in part because a large proportion of differentially expressed genes had low average expression (and hence low counts, leading to a shrinkage of the log2 fold change estimates, Fig. 6c and Additional file 6: Figure S2). There was no significant enrichment in biological process, molecular function or cellular compartments of gene ontology terms associated with the differentially expressed genes (upregulated, dowrnegulated or the full list). 10 and 5 of the upregulated genes were overlapped (over their 2 kb promoter or transcribed sequence) by shared hypermethylated and hypomethylated DMRs, respectively, while 4 of the down-regulated genes overlapped hypermethylated DMRs and 7 hypomethylated ones. These genes may be of particular interest to investigate transcriptional and physiological effects of paramutation following a cross between M82 and *S. pennellii*. Although this data set encompasses two environmental conditions (sun and shade), DMRs may affect the transcription of more genes in a tissue- or development-specific manner.

### Paramutation-like activity of DMRs

#### Hypermethylated DMRs

To evaluate the paramutagenic properties of the hypermethylated DMRs, we selected 9 regions based on hypermethylation in multiple cytosine contexts in the three ILs, amenability to McrBC assays, presence of differential sRNAs, and proximity to differentially expressed genes (Hyper1–9, Table 1, Additional file 5: Figure S1). We tested their inheritance in the progeny of M82 × IL8–3 by McrBC-qPCR. Mendelian segregation would give 50% methylation in the F1, and in the F2 either 100% (1/4 progeny), 50% (1/2 progeny) or 0% (1/4 progeny) methylation. We tested these DMRs in 10 different F1s and in 33 F2s from three different F1 plants. Any evidence for more than 50% methylation of the F1 alleles or more than 3/4 F2 progeny with 50% or higher methylation would indicate non-Mendelian inheritance and evidence for a paramutation-like mechanism.

**Table 1:** Summary of paramutation candidates and their validation

DMR	chr	Start	End	Type	Differential sRNAs	DE nearest gene	Evidence for heritable methylation change
Hyper1	ch12	62,124,801	62,125,100	hyperCG/CHG/CHH	yes	no	strong, incomplete penetrance
Hyper2	ch02	48,226,401	48,226,800	hyperCG/CHG/CHH	yes	no	strong, incomplete penetrance
Hyper3	ch09	61,960,201	61,961,700	hyperCG/CHG	no	yes	weaker
Hyper4	ch04	26,469,001	26,469,500	hyperCG/CHG	no	yes	weaker
Hyper5	ch09	61,962,201	61,962,500	hyperCG/CHG/CHH	no	yes	no
Hyper6	ch08	59,748,601	59,748,900	hyperCG	yes	no	no
Hyper7	ch04	58,749,201	58,749,500	hyperCG/CHG/CHH	yes	no	inconclusive
Hyper8	ch12	39,437,001	39,437,700	hyperCG/CHG	no	yes	inconclusive
Hyper9	ch04	26,561,001	26,561,500	hyperCG/CHG	no	yes	no, high variability
Hypo1	ch07	12,086,201	12,088,700	hypoCG/CHG	no	no	strong, incomplete penetrance
Hypo2	ch06	31,383,601	31,384,100	hypoCG/CHG	no	no	weaker
Hypo3	ch06	47,125,401	47,125,700	hypoCG/CHH	yes	yes	weaker
Hypo4	ch03	1,025,801	1,026,100	hypoCG/CHG	no	no	no
Hypo5	ch09	67,640,601	67,641,100	hypoCG/CHG	no	no	no
Hypo6	ch05	22,508,201	22,508,700	hypoCG/CHG	no	no	no, high variability
Hypo7	ch12	34,481,401	34,482,700	hypoCG/CHG/CHH	no	no	no, high variability
Hypo8	ch03	1,023,801	1,024,100	hypoCG/CHG	no	no	no, high variability

According to these criteria, there was evidence of a paramutation-like process at four loci (Hyper1–4, Fig. 7a and Table 1). For three of those (Hyper1–3), some F1s had more than 50% of methylated alleles. At the fourth locus (Hyper4, Fig. 7a) the F1 progeny had approximately 50% of methylated alleles consistent with Mendelian inheritance but more than 3/4 of the F2 progeny had more than 50% methylated alleles (only 3/33 F2s had low methylation, *p*-value = 0.021, one-sided binomial test). This pattern is compatible with a partial gain of methylation by the M82 allele later in the development of the F1 (as was the case for *H06* in M82 × *S. pennellii*). Of note, Hyper1 corresponds to a region of highly transgressive sRNAs (log2 fold change of 7) that are 24-nt in length (Additional file 5: Figure S1). It is therefore very similar in behaviour to *H06*. 

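At Hyper1 the sRNA locus Cluster_215987 lies on chromosome 12 from 62124935 to 62125109 (SL2.50). It held 3 and 2 reads in the M82 libraries, 973 in IL1-1, 1391 in IL2-5 and 1493 in IL8-3. The scaled means were 0.701 CPM in M82 (SD 0.134, n = 2) and 277.2 in the lines (SD 42.7, n = 3). The log2 fold change was 8.61 (standard error 0.56, adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 7.06 (standard error 0.49) when DESeq2 shrank the fold changes. With each library left out in turn the log2 fold change stayed between 8.42 and 8.81, but the adjusted p passed 0.05 without M82 replicate 1, M82 replicate 2, IL2-5 or IL8-3.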

As for Hyper3, it is located in the immediate promoter of the Solyc09g064640 gene, which is expressed at lower levels in the introgression lines compared to M82 (Additional file 6: Figure S2).

**Fig. 7:**
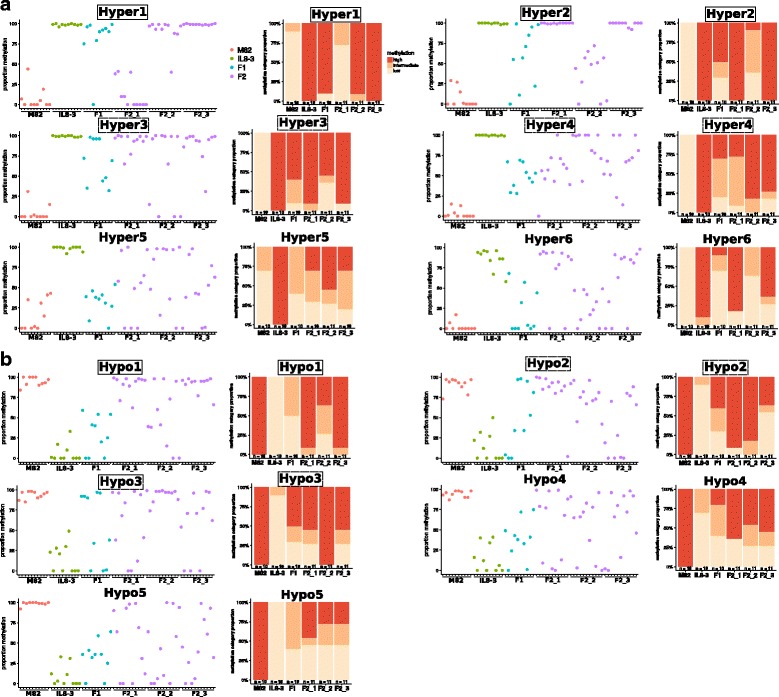
Validation of paramutation by McrBC. **a** Hypermethylated DMRs. **b** Hypomethylated DMRs. A solid frame indicates strong evidence for paramutation, and a dashed frame partial evidence. For each region, the left hand panel shows the results of methylation analysis by McrBC for individual plants (10 M82, 10 IL8–3, 10 F1, 3 × 10 to 11 F2). This information is collated in the right hand panel with the splitting of the F2s according to their F1 parent. Low methylation: ≤ 33%. Intermediate: > 33% and ≤ 66%. High: > 66%

It is clear, however, that the DNA methylation marks at these loci are not completely stable. At Hyper1 and Hyper2, for example, there were F1 s with very little methylation, suggesting that there must have been loss of methylation even from the IL8–3 allele. It is likely therefore that there are two oppositely acting mechanisms influencing the methylation status of these loci: a paramutation-like event leading to de novo establishment of DNA methylation and a second process leading to removal of DNA methylation. The net effect of these processes is likely to account for the extent to which the pattern of DNA methylation deviates from Mendelian ratios in these F1 and F2 plants. However once established in the F1, methylation may be fairly stable: F2 progeny from two out of three F1s were consistently highly methylated for Hyper1 and Hyper2.

In addition to these four loci (Hyper1–4, Fig. 7a) we also investigated inheritance at five other loci that were hypermethylated in the IL1–1, IL2–5 and IL8–3 (Additional file 7: Figure S3 and Table 1). At Hyper5 and Hyper6 there was no conclusive evidence for paramutation-like behaviour (Fig. 7a) and we conclude either that these are conventional Mendelian loci or that the instability of the methylation mark in the progeny of M82 × IL8–3 offset the effects of the paramutation-like mechanism. At Hyper7 and Hyper8, high methylation in some M82 plants as assessed by McrBC does not allow us to conclude that the lack of F2s with low methylation reflects non-Mendelian segregation (Additional file 7: Figure S3). Methylation in IL8–3 at Hyper9 was variable, and there was no evidence for paramutation-like interactions (Additional file 7: Figure S3).

### Hypomethylated DMRs

We also tested inheritance of 8 hypomethylated DMRs in IL1–1, IL2–5 and IL8–3 (Hypo1–8, Fig. 7b and Additional file 7: Figure S3). For one locus (Hypo1), there was a high proportion of the hypermethylated allele in the F2 (from two F1s in particular) although in the F1 the trend was towards medium-to-low methylation. These proportions indicate that methylation of this locus is subject to instability but that the hypermethylated M82 epiallele has some paramutation-like activity.

Similarly at Hypo2 and Hypo3, there was evidence for contrasting dynamics of methylation: 4 and 5 (out of 10) F1s were highly methylated, while 3 in each case had very low methylation (Fig. 7b). Overall the proportions of lowly methylated F2s did not significantly depart from Mendelian ratios, but the F1 of origin had clear effects, with progenies of some F1s homogeneously hypermethylated. These results argue for paramutation-like activity as well as instability of the hypermethylated M82 epialleles.

At Hypo4 and Hypo5 there was no evidence for non-Mendelian segregation (Fig. 7b), while for the remaining three loci (Hyper6–8, Additional file 7: Figure S3), McrBC estimates of methylation in the parents were too variable to interpret the methylation levels of their progeny.

In summary, of the 17 DMRs tested in detail, 7 showed at least partial evidence of a heritable gain of methylation upon crossing (Table 1). Because the methylation differences were observed in three independent introgression lines, it is unlikely that they are due to a trans effect from the introgressed *S. pennellii* region and a more likely explanation is that there is an epigenetic effect that may be partially related to paramutation-like mechanisms when methylation is gained in the M82 × IL8–3 F1s and F2s.

## Discussion

### Origins of DNA methylation differences: Paramutation-like mechanisms versus spontaneous epigenetic variation

The main aim of this study was to explore the epigenetic changes associated with wide cross hybridisation of M82 × *S. pennellii* through the characterisation of *H06* and other DMRs in at least three different ILs relative to the parental lines. In principle these shared DMRs, as with DMRs in hybrid progeny of maize [18], rice [19] and *Arabidopsis thaliana* [12, 20], could be due to spontaneous epimutation [21, 22] or genetic differences in seedstocks (e.g. a transposon insertion) [23, 24] as well as to genetic or epigenetic interactions between the parental genomes. For many of the DMRs shared by the three ILs under study, we cannot say which of these explanations is likely to apply. For *H06*, however, we could reproduce its epimutation whenever we made the M82 × *S. pennellii* cross and paramutation in backcrosses of IL8–3 with M82 occurred at at high frequency, suggesting that the epigenetic state of the ILs at *H06* is due to the hybridisation process. To explain hybrid-induced paramutation it could be that there are genetic or epigenetic differences between the parental genomes. A genetic mechanism might apply if the two genomes differ by insertion or deletion mutation at the affected locus. In such a scenario it could be, by analogy with epigenetic marks in *Neurospora crassa* that the transition is triggered by unpaired DNA during meiosis of the F1 [25]. The difference between the plant and fungal systems in the properties of the epigenetic mark: in *N. crassa* it would be a standard heritable mark with Mendelian inheritance whereas in tomato it would be a heritable mark that can transmit between alleles.

This requirement for unpaired DNA would account for the delayed onset of the paramutation-like process of *H06* until the meiosis in the reproductive phase of the F1 (Fig. 3). An alternative epigenetic explanation could invoke sRNAs from one of the interacting alleles that, in the parental line, are at too low an abundance to trigger paramutation. If the second allele has characteristics that favour production of secondary sRNA, for example repeats [5], then the formation of the hybrid would trigger a high level of sRNA and RdDM. The well established feedback loops of the RdDM process [26] would ensure that, once established at one allele, the amplified RdDM is stable and has the epigenetic drive characteristic of paramutation in subsequent generations.

These hypotheses are not mutually exclusive because both RdDM and meiotic silencing of unpaired DNA are dependent on an RNA-dependent RNA polymerase [27, 25]. The involvement of RdDM is supported by several lines of evidence that link small RNAs and in particular 24-nt sRNAs with paramutation-like events in tomato in addition to the findings from other species [11, 5, 12, 13]. At *H06*, for example, the timing of the paramutation-like process correlates with the timing or sRNA production (Fig. 3) and in VIGS the viral sRNAs produced could mediate (although inefficiently) the stable methylation of *H06* and the onset of paramutation-like properties (Fig. 4). In addition to *H06*, out of four loci where the hypermethylated epiallele was associated with upregulated sRNAs, three showed evidence of paramutation-like behaviour (Hyper1, Hyper2 and Hypo3, Fig. 7 and Table 1).

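Besides Hyper1, an sRNA locus overlapped each of the other regions that Table 1 marks with differential sRNAs. At Hyper6, Cluster_149224 held 1 and 1 reads in M82 and 163, 140 and 124 in IL1-1, IL2-5 and IL8-3, a log2 fold change of 6.71 (standard error 0.61, adjusted p = 0.0525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its pooled ratio of lines to M82 was 114.8, with a 95% exact interval from 31.59 to 951.2. At Hyper7, Cluster_79739 held 9 and 0 reads in M82 and 173, 162 and 154 in the lines, with a log2 fold change of 4.99 (standard error 0.77, adjusted p = 0.286) and all its M82 reads in replicate 1. Without that library the lines were at least 29.5-fold higher when the M82 count is set at the floor of 3. At Hypo3, Cluster_116135 went the other way, with 91 and 35 reads in M82 and 0 in each line, at least 78.1-fold lower in the lines when their pooled count is set at the floor of 3, with an adjusted p of 0.109. In each of these regions all M82 libraries lay on the same side of all the lines. None of them passed an adjusted p of 0.05 by that test over all loci. When adjusted over the list alone, that is over the 8 tested loci of H06 and the Table 1 regions, all 8 passed, among them the loci at Hyper3 and Hypo6, which Table 1 marks without differential sRNAs, so this adjustment does not separate the marked regions from the others. The study chose the list on these samples. DESeq2 with shrunken fold changes called the loci at Hyper6 and Hyper7 and gave no adjusted p at Hypo3, which edgeR's likelihood ratio test called.

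**Figure D2:**
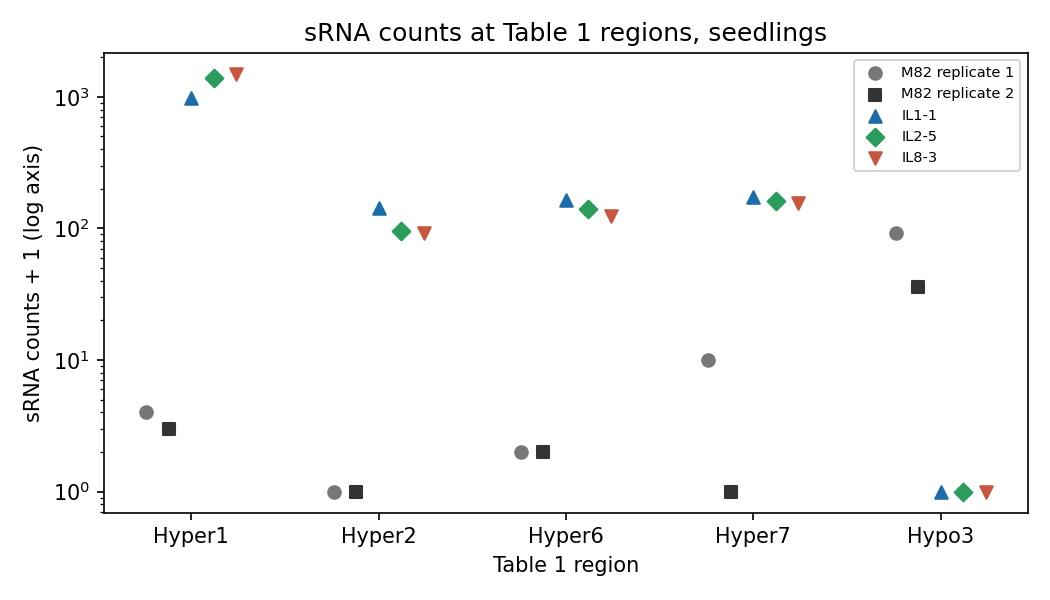
Reads counted on the sRNA locus overlapping each Table 1 region marked with differential sRNAs, per seedling library, as counts + 1 on a log axis. Each point is 1 library. At the Hyper regions the lines lie above both M82 libraries, and at Hypo3 both M82 libraries lie above the lines, which held 0 reads.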

There are, however, epialleles with paramutation-like characteristics (Hyper3, Hyper4, Hypo1 and Hypo2, Fig. 7) that are not associated with differential small RNAs. It remains possible that RNA-independent mechanisms are involved although some of these examples may be due to sRNA production and gain of methylation in tissues or developmental stages that are not well represented in the samples used for this analysis. Conversely, not all epialleles with differential sRNA have distinct epigenetic marks or, even if they do, are paramutagenic. 

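No sRNA locus of the deposited table overlapped Hyper4 or Hypo1. At Hyper3, Cluster_164355 held 8 and 4 reads in M82 and 0 in each line, and Cluster_164356 held 18 and 8 reads in M82 and 4, 0 and 4 in IL1-1, IL2-5 and IL8-3. The second of these loci was tested and had a log2 fold change of -2.52 (standard error 0.85, adjusted p = 0.424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other was too low for the test. At Hypo2, Cluster_106453 held 6 and 1 reads in M82 and 2, 4 and 1 in the lines, also too low for the test. Over all 12 regions that Table 1 marks without differential sRNAs, 9 had no overlapping locus. The other tested locus was Cluster_92231 at Hypo6, with 5 and 4 reads in M82 and 25, 14 and 35 in the lines, a log2 fold change of 2.06 (standard error 0.56, adjusted p = 0.424 by the same test). The likelihood ratio test of edgeR gave an adjusted p of 0.0517 at Cluster_164356 and 0.0789 at Cluster_92231, so neither was called over all loci. Adjusted over the list alone, the quasi-likelihood p of these loci was 0.0181 and 0.00686, under 0.05 for both. DESeq2 gave no adjusted p at any locus of the 12 regions and could not have called one.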

Clearly paramutation requires additional, as yet unknown, factors beyond those associated with heritable epigenetic marks.

### Stability of epialleles and penetrance of paramutation-like effects

For one locus with two epialleles (unmethylated and methylated), there are four possible states in a non-mosaic diploid organism: ‘unmethylated/unmethylated’, ‘unmethylated/methylated’, ‘methylated/unmethylated’, ‘methylated/methylated’ (Additional file 8: Figure S4). Local positive feedback loops in the maintenance of methylation [26, 27] or non-methylation [28] contribute to the stability of each state, while spontaneous epimutations and epiallele interactions in epi-heterozygotes trigger state transitions and distortions in the expected Mendelian ratios (Additional file 8: Figure S4).

Epialleles associated with paramutation in maize can be highly stable as with the *b1* locus, or unstable and revert to the active state, as with the *pl1* locus [29]. Similarly, with the paramutation-like loci in tomato there are varying degrees of stability. For some loci there were F1 plants without methylation (*H06*, Hyper1, Hyper2, Hypo1, Hypo2, Hypo3, Fig. 7), indicating a degree of instability of the methylated epiallele. Currently there are no clear mechanisms to explain the loss of methylation in an epi-heterozygote, apart from a dilution by a factor two of the sRNAs that could weaken a RdDM positive feedback loop acting in trans. The penetrance of the paramutation-like interaction (transition to the ‘methylated/methylated’ state) also varied: while 9/10 F1s had high methylation at Hyper1, only 5/10 were highly methylated at Hyper2 (Fig. 7). It is therefore crucial to garner information about stability and paramutagenicity of a large number of epialleles in order to identify their determinants. However we note that a binary depiction of the epigenetic state (e.g. methylated/unmethylated) is not complete: while *H06*^IL^ is very stably methylated, the paramutated *H06*^IL’^ can revert when backcrossed to M82 (Fig. 2).

### Frequency of paramutation in tomato hybrids

Paramutation with perfect efficiency will be fixed very rapidly in a population and will therefore be difficult to detect. Using a wide cross such as *Solanum lycopersicum* cv. M82 × *Solanum pennellii* LA0716 increases the likelihood of detecting highly penetrant paramutation events. We based our genome-wide search for paramutation on the characteristics of *H06* paramutation, which is associated with a gain of methylation in all sequence contexts and abundant sRNAs in multiple ILs at the seedling stage. We only found one other locus, Hyper1, that shared all of these characteristics, and this locus also displayed paramutation-like properties. However segregation analyses (Fig. 7) revealed that loci without differential sRNAs or without hypermethylation in all contexts could also engage in paramutation-like behaviours. Unexpectedly, loci that were hypomethylated in the ILs could also gain methylation upon crossing to M82.

These findings suggest that paramutation-like interactions are in fact common; occurring at hundreds of loci in a M82 × IL8–3 cross. However fully penetrant paramutation is rare: primary paramutation at *H06* was the most penetrant, but it displayed weak secondary paramutation (Fig. 2); and the penetrance of epigenetic changes and their inheritance in the seven validated loci (from seventeen tested) was incomplete. Therefore we conclude that full penetrance is rare and the IL crossing scheme may be too stringent (three consecutive backcrosses) to identify many traces of paramutation from the initial M82 × *S. pennellii* cross. Further studies aiming at assessing the prevalence of paramutation will need to be powered to detect incomplete penetrance.

### Effects on gene expression

DNA methylation is primarily associated with the silencing of repeated sequences. Consistently earlier examples of paramutation are often linked with transposable elements [5]. Thus, as a mechanism of identity-based silencing, paramutation is thought to contribute to silencing multiple copies of transposable elements throughout the genome, and differential methylation may only occasionally also affect gene expression. We found no evidence for differential expression of the genes surrounding *H06* in the seedling expression data set. However *H06* is a target of the RIN (RIPENING INHIBITOR) transcription factor [30] and its surrounding genes are most highly expressed in the ripening fruit [31] (Additional file 9: Figure S5), so its differential methylation may have an effect in this particular tissue. For three of the validated DMRs that engaged in paramutation-like interactions (Hyper3, Hyper4 and Hypo3), the neighbouring genes were differentially expressed in the introgression lines compared to M82 (Additional file 6: Figure S2B).

Generating novel epialleles can be a source of phenotypic diversity [32, 33]. If the epialleles are stable enough and their epigenetic state can be efficiently controlled, epigenetic drives via paramutation may be used to improve crops.

## Conclusions

In this study we show that interactions between natural tomato epialleles are relatively common, can lead to heritable differences in methylation, and occur mostly in one direction (gain of methylation) while stochastic loss of methylation may act as a counterbalance. There were however variations between pairs of epialleles in timing, penetrance and heritability of the gain of methylation. We propose that interactions between epigenomes should be viewed as a continuum, of which fully penetrant and fully heritable paramutation is an extreme manifestation. Taking into account the partial penetrance and stochasticity of epigenetic interactions will be crucial to properly investigate transgenerational inheritance.

## Methods

### Plant material

Tomato (*Solanum lycopersicum*) cv. M82, *S. lycopersicum* Micro-Tom, *Solanum pimpinellifolium* and *Solanum pennellii* plants were raised from seeds in compost (Levington M3) and maintained in a growth room at 23 °C with 16/8 h light/dark periods with 60% relative humidity, at a light intensity of 150 μmol photons m^− 2^.s^− 1^. Unless otherwise indicated, *S. pennellii* refers to accession LA0716 that was used to generate the introgression lines [14].

### DNA extraction

DNA from leaf (2-week-old seedlings), mature flowers or pollen was extracted with the Puregene kit (QIAgen) following manufacturer’s instructions.

### Genotyping

IL8–3 was genotyped based on the TG510 marker: the sequence was amplified with primers TG510 fw and TG510 reverse, and digested with AluI. The M82 sequence is cleaved in a 133-bp and a 245-bp fragment, while the introgressed sequence from *S. pennellii* remains intact (378 bp). The *H06* sequence from M82 was differentiated from *S. pennellii* and *S. pimpinellifolium* by digesting *H06* amplicons with HpaI. The *S. pennellii* and *S. pimpinellifolium* are digested into two fragments, 260 and 210 bp in length, while the M82 sequence remains uncut. Even brightness of the *H06* genotyping bands for F1 s on an agarose gel indicate that McrBC-qPCR results should not be distorted by differences in DNA amplification efficiency between alleles.

### RNA extraction

Total RNA samples were prepared from 100 mg of tissue using TRIzol (LifeTechnologies).

### VIGS

*H06* genomic insert was cloned into the binary TRV RNA2 vector using the KpnI and XhoI restriction sites of the multiple cloning site as described previously [16, 34]. Cotyledons of tomato seedlings were agro-infiltrated 10 d after sowing with a 1:1mixture of *Agrobacterium tumefaciens* (strain GV3101:pMP90 + pSOUP) carrying TRV RNA1 and RNA2 at OD_600_ = 1.5. 11 plants were succesfully infected with TRV-H06 and 6 with wild-type TRV.

### Viral load quantification

Quantification of viral load was performed with Precision One-Step qRT-PCR (Primerdesign) on 15 ng RNA per well and normalised with *TIP41*.

### sRNA-Seq

sRNAs from leaf (2-week-old seedlings), flower and pollen of M82 (two individual plants), *S. pennellii* LA0716 (two plants) and their F1 (four plants) were cloned from 10 μg total RNA using the Illumina TruSeq Small RNA cloning kit and libraries were indexed during the PCR step (12 cycles) according to the manufacturer’s protocol. Gel size-selected, pooled libraries were sequenced on a HiSeq 2000 50SE. Padubiri Shivaprasad prepared Micro-Tom (one plant) and *S. pimpinellifolium* (one plant) sRNA libraries from the aerial part of two-week-old seedlings according to [15]. Sequences were trimmed and filtered with Trim Galore! (with the adapter parameter ‘-a TGGAATTCTCGGGTGCCAAGG’). Mapping to *H06* (*S. pennellii* and M82 sequences) was performed with Bowtie 1.1.1 [35] without mismatches (options ‘-v 0 -a’).

sRNA counts on *H06* in Fig. 1 were obtained by mapping sRNA libraries from [15] to Heinz genome SL2.50 with Bowtie 1.1.1 without mismatches (options ‘-v 0 -a’), and extracting the counts for the interval “SL2.50ch08:54487325–54,487,842”. We found that there was a mistake in the labelling of the libraries deposited in [15]: the libraries labelled IL1–1, IL2–5, IL8–1-1, IL8–1-D, IL8–1-3, IL8–2, IL8–2-1, IL8–3 and IL8–3-1 actually correspond to IL8–3-1, IL8–3, IL8–2-1, ILH8–2, IL8–1-5, IL8–1- D, IL8–1-1, IL2–5 and IL1–1. 

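The labels of the lines were checked against the introgressed regions that the methods exclude, since reads of S. pennellii sequence map less well to the Heinz genome. Over loci with a mean of at least 10 counts, the log2 ratio of each line to the M82 mean was taken with a pseudocount of 0.5 CPM. In the library labelled IL1-1 the median over the 3425 loci of chromosome 1 from 1 to 86 Mb (SL2.50) was -1.54, against -0.01 in IL2-5 and -0.04 in IL8-3. Over the 1660 loci of chromosome 2 from 44 to 54 Mb the median was -1.24 in IL2-5, against -0.02 in IL1-1 and -0.04 in IL8-3. Over the 925 loci of chromosome 8 from 61 Mb to the end of the chromosome it was -1.15 in IL8-3, against -0.04 in IL1-1 and -0.02 in IL2-5. Each of the low medians lay below all of 10000 random lists of loci matched on mean expression. There is 1 library per line, so these are descriptions of the libraries. The pseudocount draws values of low loci toward 0, so the medians understate the shift. With loci of a mean of at least 50 counts the medians of the own regions were lower still, at -2.06, -1.61 and -1.53.

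**Figure D3:**
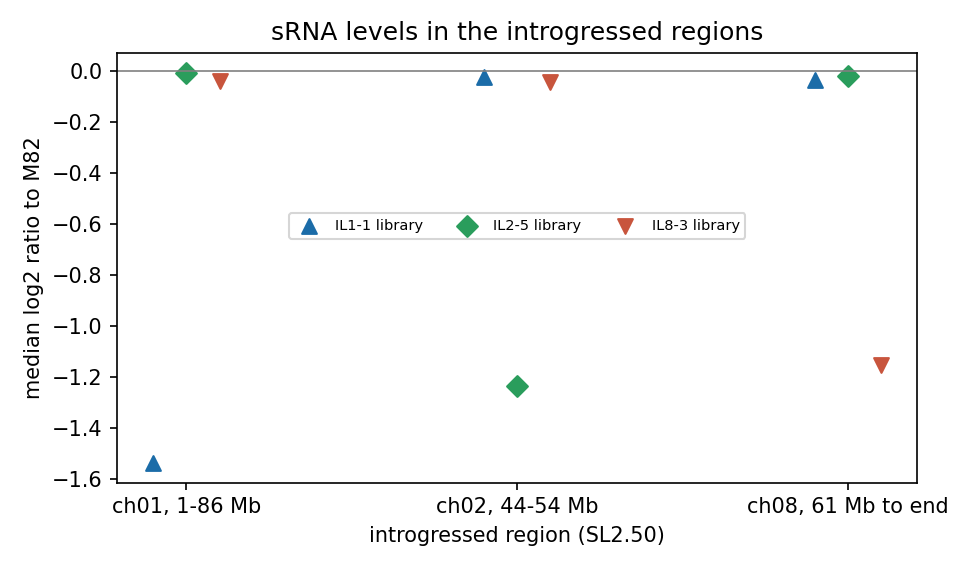
Median log2 ratio to M82 over the sRNA loci of each introgressed region, for each line's library. Each point is 1 library. Only the line that carries the introgression lies far below 0 in its region, at -1.54, -1.24 and -1.15.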

For convenience the correctly labelled sRNA libraries for the introgression lines used in this study (IL1–1, IL2–5 and IL8–3) are included in the GEO data set.

To find differential sRNA loci between M82 and ILs, sRNA libraries from IL1–1, IL2–5, IL8–3 and two M82 seedlings (from [15]) were mapped and clustered on Heinz genome SL2.50 using ShortStack v3.3.3 [36] with default parameters. sRNA counts on the defined loci were analysed with DESeq2 v1.8.1 [37].

### Gene expression analysis

Transcript counts for two-week-old IL1–1, IL2–5, IL8–3 and M82 seedlings from [17] were analysed with DESeq2 [37] with the design factors ‘condition’ (sun or shade), ‘experimental batch’, and ‘genotype’ (either IL or M82). In each of the five experimental replications, there were 4 M82 and 1 IL1–1, 1 IL2–5, and 1 IL8–3 in each treatment (sun or shade), totalling 40 M82 and 30 IL libraries on which to run the differential expression analysis. Genes were considered differentially expressed between genotypes when the adjusted *p*-value was for the ‘genotype’ factor was < 0.05.

### Gene ontology enrichment analysis

Differentially expressed gene IDs were tested for gene ontology term enrichment against the full set of *S. lycopersicum* genes with the PANTHER Overrepresentation Test (Released 20,171,205) (http://geneontology.org/, GO Ontology database Released 2017–12-27, Fisher’s exact test with FDR multiple test correction).

### Analysis of DNA methylation

#### McrBC

Analysis of methylation by McrBC was performed as previously described in [16].

#### Sanger bisulfite

For Sanger bisulfite sequencing, 450 ng of DNA was bisulfite-converted with EZ DNA Methylation-Gold Kit (Zymo Research) and amplified with primers specific to the region and the Kapa Uracil+ HotStart DNA polymerase (Kapa Bioscience). Amplification products were size selected on a 1.5% agarose gel and gel extracted with the QIAquick gel extraction kit (QIAgen), A-tailed following the same protocol as for the library preparation (below), and cloned into pGEM-T easy (Promega). Sequences aligned with MUSCLE were then analysed with CyMATE [38] and PCR-duplicates were removed. Each figure represents at least nine independent clones.

#### MethylC-Seq

Bisulfite library preparation was performed in duplicates for each genotype with a custom protocol similar to ref. [39]. 1.2 μg DNA was sonicated on a Covaris E220 to a target size of 400 bp and purified on XP beads (Ampure, ratio 1.8). DNA was end-repaired and A-tailed using T4 DNA polymerase and Klenow Fragment (NEB) and purified again using XP beads (ratio 1.8×). Methylated Illumina Y-shaped adapters for paired-end sequencing were ligated using Quick-Stick Ligase (Bioline). 450 ng of purified (ratio 1.8×), adapter-ligated DNA was bisulfite-converted using EZ DNA Methylation-Gold Kit (Zymo Research) according to manufacturer’s instructions. DNA was barcoded using 12 cycles of PCR amplification with KAPA HiFi HotStart Uracil+ Ready Mix (Kapabiosystems) with PE1.0 and custom index primers (courtesy of the Sanger Institute). Duplicate libraries for M82, IL1–1, IL2–5 and IL8–3 (leaves of two-week-old seedlings) were sequenced in paired-end mode. Reads were trimmed and filtered with Trim Galore! v0.4.2 (default parameters), then mapped on Heinz genome SL2.50 using Bismark v0.17.0 [40] (first in paired-end mode with options ‘–score-min L,0,-0.2 -p 4 –reorder –ignore quals –no-mixed –no-discordant –unmapped’, then unmapped read1 was mapped in single-end mode with the same quality parameter ‘-N 1’). Reads were deduplicated with ‘bismark deduplicate’ and methylation calls were extracted using Bismark ‘methylation extractor’ (with options ‘-r2 2’ for paired-end reads). Based on Bismark’s cytosine report, methylated and unmethylated counts for cytosines of both strands were pooled into 300-bp bins sliding by 200 bp and separated by context (CG, CHG, and CHH). Bins with fewer than 10 counts or with coverage exceeding the 99 th percentile in one or more libraries were excluded from the analysis. We also excluded the introgressed regions: ch01 1–86 Mb, ch02 44–54 Mb and ch08 61 Mb – 65,866,657 bp (end of chromosome). Each introgression line was then compared to M82 by fitting a logistic regression on the methylated and unmethylated counts (R glm with ‘family = binomial’). The *p*-values were subjected to a Benjamini-Hochberg correction to control the false discovery rate at 5%. Differentially methylated bins were further filtered by imposing thresholds on the absolute difference in methylation (average of replicates) between M82 and the introgression line: a difference of 25% in the CG context, 20% in CHG and 10% in CHH. DMRs were constructed by merging overlapping differentially methylated bins. We included the region Hyper2 into the McrBC validation analysis despite it being inside the introgressed region in IL2–5, because it was hypermethylated in CG, CHG and CHH contexts and produced abundant sRNAs in IL1–1 and IL8–3, thus making it a likely candidate for paramutation. 

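The sRNA locus at Hyper2, Cluster_42481, lies on chromosome 2 from 48226523 to 48226689 (SL2.50). It held 0 reads in both M82 libraries, 143 in IL1-1, 91 in IL8-3 and 94 in IL2-5, where the region is introgressed. In the lines the scaled mean was 24.3 CPM (SD 9.05, n = 3), at least 58.8-fold higher than in M82 when the pooled M82 count is set at the floor of 3. The adjusted p was 0.109 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 7.778e-12 by DESeq2 with shrunken fold changes. Over the alternatives it ranged from 2.048e-12 to 0.684. The highest value, by the quasi-likelihood test, was without IL2-5. That setting keeps only IL1-1 and IL8-3, the lines for which the paper describes abundant sRNAs at Hyper2.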

Chloroplast DNA was used as a control for bisulfite conversion efficiency, and sequencing statistics are collected in Additional file 1.

### Oligonucleotides

Please refer to Additional file 10.

## Additional files

Additional file 1: Summary of MethylC-seq data. Tsv format. (TXT 358 bytes)

Additional file 2: DMRs shared between introgression lines. Tsv format.

Additional file 3: DMRs shared between introgression lines and hypermethylated in all cytosine contexts. Average proportion of methylated cytosines between two replicates, for each context and genotype. Tsv format.

Additional file 4: DMRs shared between introgression lines and hypomethylated in all cytosine contexts. Average proportion of methylated cytosines between two replicates, for each context and genotype. Tsv format.

Additional file 5: **Figure S1.** Genomic position, small RNAs and DNA methylation of the IL DMRs Hyper1–9 and Hypo1–8. The selected DMR is highlighted in red, the plotted region includes 2 kb upstream and downstream. Genes: ITAG2.4 gene models. Repeats: RepeatMasker annotation. Hypomethylated regions shared between the three introgression lines are annotated in blue, and hypermethylated regions in red. sRNAs: coverage of sRNAs in seedlings. Methylation: percentage of methylated cytosines in 100-bp regions in each context (two replicates per genotype).

Additional file 6: **Figure S2.** A) Distribution of zero-count data for the genes differentially expressed between M82 and ILs (70 samples: 40 M82 and 30 ILs, data from [17]). B) Differential expression of genes whose promoters overlap shared IL DMRs selected for segregation analysis. Hypermethylation of Solyc09g064640’s promoter (Hyper3 and Hyper5) is associated with decreased expression in introgression lines. Solyc09g064640 codes for a protein related to the family with sequence similarity 65 member A (FAM65A). Solyc04g025030, encoding a MADS-box transcription factor similar to Agamous-like MADS-box protein AGL62, is associated with Hyper4, and Solyc06g075840, encoding a putative zinc-binding protein of the Yippee family, with Hypo3. Normalised counts in seedlings (40 M82 and 30 ILs, data from [17]).

Additional file 7: **Figure S3.** Segregation of DNA methylation patterns by McrBC. These regions show variable methylation in the parental controls M82 and IL8–3. (A) Hypermethylated DMRs Hyper7–9. (B) Hypomethylated DMRs Hypo6–8. For each region, the left hand panel shows the results of methylation analysis by McrBC for individual plants. This information is collated in the right hand panel with the splitting of the F2 s according to their F1 parent. Low methylation: ≤ 33%. Intermediate: > 33% and ≤ 66%. High: > 66%.

Additional file 8: **Figure S4.** Schematic of possible epiallelic transitions for one locus in a diploid state with unmethylated (white) and methylated (black) epialleles. There are four possible epigenetic configurations. Recurrent (curved) arrows represent the propensity to conserve the current state, from the action of local positive feedback loops maintaining methylation/unmethylation. Transition (straight) arrows between states represent spontaneous epimutations and, when starting from epigenetically heterozygous states, paramutation-like interactions. The epigenetic state of a genome may be seen as the result of such a stochastic process at each cell/organism generation.

Additional file 9: **Figure S5.** Potential role of *H06* in fruit ripening. Expression profiles across tissues of the two genes immediately downstream of *H06*, Solyc08g066020, encoding a Serine C-palmitoyltransferase like protein (A) and Solyc08g066030, encoding an unknown protein (B). Their expression peaks in mature green fruit. Data from [31] visualised on the eFP Browser [41] at http://bar.utoronto.ca/efp_tomato/. Copyright permissions for the re-use of the tomato drawings kindly granted by Prof. Provart. (C) Demethylation of the 3′ end of *H06* during fruit ripening correlates with the binding of the RIN transcription factor at this locus. RIN binding, demethylation and ripening are compromised in the *rin* (ripening inhibitor) and *cnr* (colorless non-ripening) mutants. Data from [30].

Additional file 10: Oligonucleotides used in this study. Tsv format.

Additional file 11: *H06* sequences for *S. lycopersicum* cv. M82, *S. pimpinellifolium* and *S. pennellii* LA0716. Fasta format. (FASTA 1 kb)

## Abbreviations

DMR: Differentially methylated region
IL: Introgression line
RdDM: RNA-directed DNA methylation
sRNA: Small RNA
VIGS: Virus-induced gene silencing

How the deposited data were processed for this re-analysis (not part of the article)

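The deposited data used here are small RNA counts. For seedlings of 2 weeks, the authors mapped the libraries of 2 M82 seedlings and 1 library each of IL1-1, IL2-5 and IL8-3 to the Heinz genome SL2.50, clustered them with ShortStack under its default parameters, and deposited the raw count of reads on each of 219578 loci. For leaves, flowers and pollen of M82, S. pennellii and their F1, the authors trimmed the reads, mapped them with Bowtie without mismatches to the M82 and S. pennellii sequences of H06, and deposited the raw count of each matching sequence in each library. Every value used was a count. Of the 24 columns of library values in the H06 tables, 1 was not used, because its name did not match the sample whose table it stands in, so that S. pennellii flowers have 1 library here. The second M82 flower column has the same misprinted genotype name in the M82 table, and was read there as M82. The seedling libraries of Micro-Tom and S. pimpinellifolium were not analysed here.

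The seedling counts were fitted with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, estimateDisp, glmQLFit and glmQLFTest) with the group, IL or M82, as the only term, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The filter left 62065 loci, the common dispersion was 0.148 and the prior degrees of freedom were 4.98. Standard errors of log2 fold changes were taken as the size of the fold change over the square root of the test statistic. The TMM factors ran from 0.897 to 1.13. The totals per library ran from 2843012 to 5688499 counts, and no pair of libraries held identical values (Spearman's rho over loci from 0.635 to 0.722). DESeq2 1.42.0 was an alternative, with and without shrinkage of fold changes. Adjusted p-values that it gave as NA, 200103 of 219578, were left as NA. The fits were tested on simulated counts for 62065 loci with 200 changed, where the quasi-likelihood test called 74.5% of the changed loci, the likelihood ratio test 77%, DESeq2 with shrinkage 71.5% and DESeq2 without it 69.5%. The simulated spread followed the fitted trend and did not vary further between loci.

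Ratios of pooled counts have 95% exact intervals, and a count of 0 was set to a floor of 3 counts over the group for bounds. These cover counting error only, since amplified reads are not independent molecules. H06 reads of 23-24 nt were compared between groups of libraries by two-sided exact permutation tests of the difference of means, in which p is 2 times the smaller tail, with Benjamini-Hochberg adjustment over the 3 tissue comparisons of the F1. The H06 tables hold no library depth, so no normalization was possible and a difference in depth between tissues enters those values in full. Shares of allele-specific reads have exact binomial intervals from scipy 1.17.1. The random lists for the introgressed regions, 10000 per value, were matched on mean expression in 20 bins and drawn from loci outside those regions. When counts were simulated for IL2-5 with a log2 shift of -1.0 planted over the 1660 loci of its region, the median moved by -0.76, so these medians understate a shift.

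The loci named were fixed by a rule: those overlapping H06 or a Table 1 region, called loci overlapping the regions methylated differently in all contexts, and up to 5 called loci per direction with the largest change whose lines all lie beyond both M82 libraries. Table 1 and the fold change of Hyper1 had been seen in the paper when the rule was written. The main tests, the rule and the alternatives were set before the data were examined. The alternatives were other normalization factors, other filters, other tests and thresholds, leaving out each library, leaving out the introgressed regions, all read sizes, rank sums, counting each match, and a replicate block. A two-sided p from the absolute difference of means was added after the values were seen. The size classes of the loci and the overlap with the full table of shared DMRs were not analysed here, as the counts carry no size class and the copy of the DMR table used here is cut short. No genome annotation was used, so genes and repeats around the loci are not given.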

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

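The tests of the explanations in this part were chosen after the results were seen.

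In F1 leaves 1 library held 2 H06 reads of 23-24 nt and the others held 0, which sets that library apart from the other 3. Reads that fall at random over 4 equal libraries would put both in the same one in 25% of cases, so counting noise alone gives this pattern often. The limit used to set a library apart is one that chance passes in about 1 of 20 groups of continuous values. That rate does not hold for counts this low, where a single library with reads always passes it. In all, 5 groups were examined. No biological explanation was tested.

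In pollen of S. pennellii, library 2 held 5 H06 reads of any size that match only the M82 sequence, of 15 reads in all, and library 1 held 1 of 12. Of 23-24 nt, library 2 held 3 such reads and library 1 held 0. The leaf libraries and the flower library of S. pennellii held 0. The paper does not report reads of the M82 allele in S. pennellii. A possible explanation is carry-over of reads from F1 or M82 pollen libraries. Reads carried over would be spread along the M82 sequence as in those libraries. Of the 5 distinct sequences over both S. pennellii pollen libraries, 4 lay between bases 377 and 415 of the M82 sequence and the other ran from base 123 to 141. The median distance between pairs was 18.5 bases against 147 in random draws, and 5.16% of 10000 draws had as small a median. The draws took distinct sequences of the F1 and M82 pollen libraries without weighting them by their reads. With so few sequences this neither excludes nor establishes carry-over. Of the 5 sequences, 1 was also seen in another genotype's library. In the other direction, each M82 flower library held 1 read of any size that matches only the S. pennellii sequence. These reads were of 15 nt, the shortest length here, so they are weak evidence for stray reads between genotypes. Such stray reads stay among the open explanations. A second copy of part of the sequence in the S. pennellii genome, or a difference between plants and the reference, stays open and was not tested, as no genome was used.

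Outside the regions that the paper discusses, Cluster_63654 on chromosome 3 and Cluster_40710 on chromosome 2 were lower in the ILs. Their scaled means in M82 were 24.2 CPM (SD 4.55, n = 2) and 22.7 (SD 2.73, n = 2), against 0.080 and 0.139 in the lines. Lower depth of the lines is excluded, since their mean total was 1.36 times that of M82. Introgressed S. pennellii sequence that maps poorly is excluded as the whole cause, because in 5 of 6 pairs of a locus and a line the locus was not introgressed and still held 3 reads or fewer. It held 0 reads in 3 of these pairs, and 1 read for Cluster_63654 in IL1-1 and for Cluster_40710 in IL8-3. For Cluster_40710 in IL2-5 it stays open. Cluster_63654 lies 34 bases from a region that the paper lists as hypomethylated in all contexts in the lines, and 201 bases from another. Loss of sRNAs with methylation, a sequence difference between the M82 plants and the lines, and reads shared with a near-identical locus all stay open and were not tested.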

How the results depend on the processing

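The two-sided p from the absolute difference of means was chosen after the results were seen, and no other setting in this part was. The number of called sRNA loci depended most on the test. The quasi-likelihood test gave 2 loci higher and 2 lower in the ILs. Library totals alone gave 4 higher, and no filter gave 42 higher and 32 lower. A mean of at least 10 counts gave 0 lower. The likelihood ratio test gave 291 and 315, DESeq2 with shrinkage 155 and 73, and DESeq2 without shrinkage 163 and 73. Without the introgressed regions there were 15 and 9. At an adjusted p under 0.01 both counts were 0. With 1 library left out at a time the counts ran from 0 to 2 higher and were 0 lower in every case. Only without IL1-1 did 2 higher loci pass. A lone M82 library was assumed to vary like the lines. Factors by RLE and a minimum 2-fold change gave the same counts as the main setting. The cause of these differences was not tested, apart from the introgressed regions.

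H06 and Hyper1 kept their direction in all alternatives, with log2 fold changes from 7.58 to 13.04 and from 7.06 to 8.81. The highest value for H06 is a fitted one without M82 replicate 1, where the M82 count is 0, and the counts then give at least a 215-fold difference at a floor of 3 counts. Both lost significance without M82 replicate 1, M82 replicate 2, IL2-5 or IL8-3. With libraries left out in turn, the fold change of H06 ran from 10.16 to 13.04 and that of Hyper1 from 8.42 to 8.81. Without IL1-1 both kept it, so the smaller number of samples is not the whole reason, and the cause was not tested further. Cluster_63654 and Cluster_40710 kept their direction and lost significance in 6 alternatives each, with log2 fold changes from -9.69 to -5.24 and from -7.41 to -4.99. The loci at Hyper2, Hyper6, Hyper7 and Hypo3 gained significance in 4, 6, 4 and 3 alternatives. M82 replicate 2, the shallowest library, limits what can be seen at loci with few reads.

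For the F1, flower against leaf kept its direction in all alternatives. With libraries left out in turn the difference ran from 6.5 to 8.83 reads, and pollen against leaf ran from 5.83 to 11.5 reads. The adjusted p was then 0.0857, the smallest that 3 libraries against 4 allow here when p is 2 times the smaller tail, so these losses say nothing about stability. From the absolute difference, 3 libraries against 4 can reach 0.0429. That value was obtained without any one flower library for flower against leaf and without any one pollen library for pollen against leaf. Without any one leaf library both comparisons lost significance on that choice, with differences of 7.33 or 8.0 reads and an adjusted p of 0.0857 for flowers, and 9.33 or 10.0 reads and 0.129 for pollen. With all libraries it changed no call. Flower against pollen, not significant, changed sign without F1 pollen replicate 2, with a range from -4.0 to 1.67 reads. With the replicate number as a block, the differences were 7.5 and 9.5 reads with an adjusted p of 0.1875 for flower and pollen against leaf, since 4 pairs cannot go below an unadjusted 0.125. The methods name 4 F1 plants for these tissues without saying that a number marks the same plant, and with 1 locus the pairing could not be checked across loci. A scale per library size was not run, as the tables give no depths.

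The overlap with regions hypermethylated in all contexts was 2 loci, and 1 when at least 50% of the region had to be covered. That with hypomethylated regions was 0 at either limit on the overlap, although Cluster_63654 lies 34 bases from 1 of them. The overlap was also 0 among the calls of DESeq2, which says nothing, since no locus with an adjusted p from DESeq2 overlapped these regions. The size classes were not run. The medians over the own introgressed regions, -1.54 in IL1-1, -1.24 in IL2-5 and -1.15 in IL8-3, moved to -2.06, -1.61 and -1.53 with a mean of at least 50 counts, and to -1.75, -1.36 and -1.25 with a pseudocount of 0.1 CPM. The shares of M82 reads in F1 flowers ran from 60.9% to 70.4% and in F1 pollen from 23.3% to 47.4% over the alternatives.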

Differences from the paper's values

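No test in this part was chosen after the results were seen. The paper gives 134 sRNA loci higher in the ILs, and the quasi-likelihood test gave 2. The paper gives 68 lower loci, and the test gave 2. Of the alternatives set before the data were examined, DESeq2 with shrinkage (155 and 73) and DESeq2 without it (163 and 73) lie within 1.5 times of the paper's counts, and DESeq2 is the tool that the paper's methods name. The other alternatives do not: other factors, filters and thresholds, the likelihood ratio test, leaving out the introgressed regions and leaving out each library.

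For Hyper1 the paper gives a log2 fold change of 7, and the value here was 8.61 (standard error 0.56). Under DESeq2 with shrinkage it was 7.06, and without shrinkage 8.70, so the choice of shrinkage alone covers this gap. The paper does not state whether its sRNA fold changes were shrunken. All the other alternatives, from 8.42 to 8.81, differ from the paper's value by more than their standard error. For H06 the log2 fold change is about 7.6 in Fig. 6a, read by eye, and the value here was 10.65 (standard error 0.71). Under DESeq2 with shrinkage it was 7.58, and without shrinkage 10.89, so here too the choice of shrinkage alone covers the gap. Without M82 replicate 1 the M82 count is 0, so that only a lower bound can be had, of at least 215-fold higher in the lines or 7.75 on the log2 scale. At the floor of 3 counts this bound lies slightly above the paper's value of about 7.6, which was itself read by eye. A lower bound does not show by how much the fold exceeds it. The remaining alternatives, from 10.16 to 10.89, differ from the paper's value by more than their standard error.

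Of the 5 regions that Table 1 marks with differential sRNAs, the quasi-likelihood test called 1, Hyper1, at an adjusted p under 0.05. DESeq2 with shrinkage and without it also called the loci at Hyper2, Hyper6 and Hyper7, and the likelihood ratio test and the setting with no filter called all 5. Hyper6 was also called with library totals alone, and Hyper6 and Hypo3 without the introgressed regions. In every region the direction was the same in all settings.

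The paper ranks flowers of S. pennellii and the F1 highest for H06 sRNAs, on normalised counts. In the raw counts F1 pollen had a mean of 10.0 reads (SD 7.79, n = 4) and F1 flowers 8.0 (SD 2.94, n = 4), which did not differ in an exact permutation test (p = 0.771). The S. pennellii flower library used here, with 19 reads, was above both S. pennellii pollen libraries, with 9 and 11. The values are on different scales, as the tables give no library depths. The paper describes H06 sRNAs as very low in M82 leaves, flowers and pollen, and the counts of 0 to 3 reads per library here are the lowest of the genotypes in flowers and pollen.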

Other observations

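The tests of a single library in the F1 shares and the permutation test of those shares were chosen after the results were seen. The tests on the introgressed regions, on the splits of the libraries and on distinct sequences were prompted by patterns already seen in these data, and written before their own values were seen.

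Leaving out the introgressed regions removed 25874 of 219578 loci and raised the called loci from 4 to 24. A smaller adjustment for multiple tests was excluded as the explanation, because removing as many loci at random from the rest of the genome, in 10 draws, gave from 1 to 4 calls. A candidate explanation is that loci of the introgressed regions, which are low in 1 line each, widen the spread that the fit shares between loci. In line with it, the prior degrees of freedom rose from 4.98 to 6.93 without these regions, while the random removals gave from 4.75 to 4.86. This remains a hypothesis about this fit.

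Other splits of the 5 libraries into 2 and 3 were compared with the real one. The quasi-likelihood test called 4 loci for the real split and 0 for each of the 9 others, so 1 of 10 splits reached that number. By the likelihood ratio test the real split gave 606 calls and the others from 5 to 202. The limits for loci silent on one side were set after loci without M82 reads had been seen. Loci with 2 counts or fewer in all of one side and at least 30 counts in each library of the other numbered 13 for the real split, 8 silent in M82 and 5 silent in the lines, and at most 6 for another split, so here too 1 of 10 splits reached the number. With 10 splits, chance cannot be excluded at a share under 0.05.

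In the F1, reads of H06 that match the M82 sequence alone had a larger share of the allele-specific reads in flowers than in pollen, by 35.2 percentage points over pooled reads. The mean over libraries was 65.91% in flowers (SD 15.7, n = 4) and 36.0% in pollen (SD 18.3, n = 4), and a two-sided exact permutation test gave p = 0.0571, which does not pass 0.05. Repeat counting of amplified molecules is argued against, since with each distinct sequence counted once per library the difference was 30.9 percentage points. A single library could be behind part of it, as the difference fell to 20.4 percentage points without F1 pollen replicate 2. Pollen of S. pennellii also held reads that match the M82 sequence alone, so such reads in F1 pollen need not come from the M82 allele. The hypothesis that the M82 allele, which gives no such reads in M82 flowers, is a main source of H06 sRNAs in F1 flowers is open at this depth.

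At Hyper2 the IL2-5 library held 94 reads although the region is introgressed there, close to the 91 of IL8-3, where it is not. Introgressed loci of IL2-5 had a median log2 ratio to M82 of -1.24. The paper describes abundant sRNAs at Hyper2 for IL1-1 and IL8-3.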
